# Mesenchymal stem cells improve liver fibrosis and protect hepatocytes by promoting microRNA-148a-5p-mediated inhibition of Notch signaling pathway

**DOI:** 10.1186/s13287-022-03030-8

**Published:** 2022-07-26

**Authors:** Qing Zhou, Chao Rong, Tengfei Gu, Hongda Li, Lei Wu, Xuemei Zhuansun, Xin Zhao, Zuorun Xiao, Yuting Kuang, Sanrong Xu, Shouli Wang

**Keywords:** Mesenchymal stem cells, Hepatic stellate cell, MicroRNA-148a-5p, Liver fibrosis, Notch2, Notch signaling pathway

## Abstract

**Background:**

Mesenchymal stem cells (MSCs) are considered to be a potential therapeutic tool for liver fibrosis. Inhibiting the activation of hepatic stellate cells (HSCs) and protecting hepatocytes are important mechanisms for the anti-fibrotic effect of MSCs. However, how MSCs inhibit liver fibrosis by regulating the expression of microRNAs (miRNAs) has not been fully clarified.

**Methods:**

Transforming growth factor-β1 (TGF-β1)-activated HSCs LX-2 were single cultured or co-cultured with human umbilical cord mesenchymal stem cells (HUC-MSCs). High-throughput sequencing was used to evaluate the differentially expressed microRNAs (DEMs) between the two groups. Quantitative real-time PCR (qRT-PCR), Western blot, and transfection experiments were used to investigate and screen the most significantly up-regulated DEM. Bioinformatics analysis was used to predict the target mRNAs and the potential functions of the DEM. The possible mechanism of HUC-MSCs against liver fibrosis was analyzed by co-culture experiment of HUC-MSCs with LX-2 cells, and HUC-MSCs treatment of Bile duct ligation (BDL)-induced liver fibrosis in mice. Finally, the mechanism of the DEM regulating liver fibrosis was confirmed in human liver fibrosis specimens.

**Results:**

MicroRNA-148a-5p (miR-148a-5p) was the most significantly up-regulated DEM in activated LX-2 cells co-cultured with HUC-MSCs compared with LX-2 cells single cultured. Up-regulation of the expression of miR-148a-5p in activated LX-2 cells could significantly inhibit the expression of hepatic fibrosis markers α-SMA and Col1α1. Notch2 was one target gene of miR-148a-5p. Co-cultured with HUC-MSCs could inhibit the activation of LX-2 cells by inhibiting the expression of the Notch2 and the Notch signaling pathway. In addition, HUC-MSCs treatment could up-regulate the expression of miR-148a-5p in liver tissue and hepatocytes, promote the proliferation and avoid the apoptosis of hepatocytes, and reduce the degree of fibrosis by inhibiting expression of the Notch2 and the Notch signaling pathway in BDL-induced liver fibrosis mice. Moreover, miR-148a-5p was down-regulated and Notch2 was up-regulated in fibrotic human liver tissues compared with the normal livers.

**Conclusions:**

HUC-MSCs treatment could inhibit HSCs activation, protect hepatocytes, and alleviate BDL-induced liver fibrosis in mice by up-regulating the expression of miR-148-5p and inhibiting the Notch signaling pathway. The down-regulation of miR-148-5p and up-regulation of Notch2 could be used as biomarkers to monitor the progression of liver fibrosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-03030-8.

## Introduction

Liver fibrosis is a common pathological process of various types of chronic liver diseases, which eventually develop into cirrhosis, and it is characterized by the gradual replacement of functional liver tissue by extracellular matrix (ECM) [1]. Normally, hepatic stellate cells (HSCs) maintain nonproliferative status and function as vitamin A-storing cells in the normal liver [2]. Upon liver injury, HSCs are activated and characterized by proliferative, contractile, and myofibroblastic features, and serve as the main ECM-producing cells which contribute to liver fibrosis [3, 4]. Therefore, regulating of HSCs activation could be a potential antifibrotic strategy [5].

Mesenchymal stem cells (MSCs)-based therapy may be a potential therapeutic method for liver fibrosis [6, 7]. MSCs have been successfully isolated from a variety of tissues such as bone marrow, adipose, placenta, umbilical cord, and umbilical cord blood [8, 9] and identified by spindle-shape appearance, classical three-lineage differentiation abilities, and surface markers’ expression [10, 11]. In recent years, accumulated studies have shown that MSCs can inhibit the activation of HSCs and lessen hepatic fibrosis in experimental animals [12–14]. In clinical studies, MSCs can also promote the recovery of liver function and liver regeneration [15, 16]. Human umbilical cord mesenchymal stem cells (HUC-MSCs) are usually isolated from the Wharton’s Jelly of umbilical cord. Because of their easily been obtained, no ethical concern, and low immunogenicity for major histocompatibility complex class I (MHCI) dull and negative for MHC class II (MHCII), HUC-MSCs are often used as allogeneic cells for tissue repair and do not induce observable immune responses [17]. It has been reported that HUC-MSCs transplantation can promote the recovery of liver function in rats with acute liver failure [18], and peripheral infusion of HUC-MSCs can rescue acute liver failure lethality in monkeys [19].

MicroRNAs (miRNAs) are a type of nonencoding small RNA with a length of 18–22 nucleotides and can regulate protein expression at the mRNA level [20]. Recent studies have shown that the activation of HSCs and progression of liver fibrosis are accompanied by differential expression of miRNAs, suggesting that miRNAs may play an important role in regulating various biological processes associated with liver fibrosis [21, 22]. However, the underlying mechanism of MSCs alleviating liver fibrosis by regulating miRNAs expression remains unclear.

miR-148a is frequently dysregulated in various liver diseases, such as hepatocellular carcinoma (HCC), alcoholic hepatitis, abnormal hepatic lipid metabolism, and liver fibrosis [23–25]. Down-regulation of miR-148a in HCC is often associated with poor prognosis [26]. Overexpressing of miR-148a can inhibit cell proliferation, induce autophagy and promote apoptosis of HSCs [27].

In the present study, we have found that miR-148a-5p was significantly up-regulated in TGF-β1-activated HSCs after co-cultured with HUC-MSCs by high-throughput sequencing, and HUC-MSCs treatment could significantly ameliorate HSCs activation by up-regulating miR-148a-5p and inhibiting the expression of its target gene Notch2 in vitro. In vivo, we have also showed that HUC-MSCs could up-regulate miR-148a-5p expression in liver tissue and relieve liver fibrosis in mice by inhibiting the Notch signaling pathway.

## Materials and methods

### Isolation and culture of HUC-MSCs

Human umbilical cords were freshly obtained from mothers who underwent caesarean section in the Affiliated Hospital of Jiangsu University (Zhenjiang, China) and rapidly processed. All the donors had been informed and provided a written informed consent. The protocols were approved by the Scientific Research Ethics Committee of Affiliated Hospital of Jiangsu University (Zhenjiang, China). HUC-MSCs were isolated as described previously [28]. HUC-MSCs were cultured in low glucose Dulbecco’s modified Eagle’s medium (DMEM-LG, Gibco, San Diego, CA, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, Grand Island, NY, USA) and 100 IU/mL penicillin/streptomycin (Gibco) in a humidified atmosphere containing 5% CO_2_ at 37 °C, and the medium was changed every 2–3 days. Cells were detached by using 0.25% trypsin–EDTA (Thermo Fisher, Waltham, MA, USA) upon reaching 80% confluence. The capacity of differentiation into adipocytes, osteoblasts, and chondrocytes, and the surface antigen clusters of HUC-MSCs were detected by FACS as previously reported [28, 29].

### HSC culture and activated by TGF-β1

Human immortalized HSC line LX-2 cells were purchased from Shanghai Biological Technology Co., Ltd. enzyme research (Shanghai, China). LX-2 cells were cultured in DMEM-LG containing 10% FBS and 100 IU/mL penicillin/streptomycin. To investigate fibrotic molecules expression on activated HSCs, LX-2 cells grown in DMEM-LG presence of 10% FBS were starved for 24 h in medium containing 0.2% FBS and then cultured within TGF-β1 (Sigma, St. Louis, MO, USA) at a concentration of 10 ng/mL for 48 h.

### Co-culture system

To assess the effects of HUC-MSCs on activated HSCs, an indirect co-culture system in a transwell chamber (24 mm diameter, 0.4 µm pore size, Corning, NY, USA) was used. TGF-β1-activated LX-2 cells were co-cultured with HUC-MSCs in DMEM-LG containing 10% FBS at a ratio of 1:1 performed with LX-2 cells inoculated in the lower part and HUC-MSCs inoculated in the upper part. Compared with co-culture group, activated LX-2 cells were cultured alone in the lower part without cells inoculated in the upper part. LX-2 cells were collected and processed after culturing for 48 h.

### MicroRNA high-throughput sequencing

Total RNAs were extracted from LX-2 cells (cultured with or without HUC-MSCs), respectively, using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and purified using mirVana miRNA Isolation Kit (Life Technologies, Grand Island, NY, USA). High-throughput sequencing of miRNA was performed by Cloudseq Biotechnology Co., Ltd (Shanghai, China) sequenced on an Illumina HiSeq 2000 platform (Illumina, Inc., San Diego, CA, USA).

### Quantitative real-time PCR

Total RNA was isolated from LX-2 cells, mouse liver tissues, and clinical samples using TRIzol reagent according to the manufacturer’s protocol. To quantify mRNA expression, total RNA was reverse transcribed into cDNA using the PrimeScript RT reagent kit (Takara, Shanghai, China). Quantitative real-time PCR (qRT-PCR) was carried out using SYBR Premix Ex Taq (Takara). To measure mature miRNAs expression, reverse transcription was performed using TaqMan MicroRNA Reverse Transcription Kit, and the quantification of mature miRNAs was tested using the TaqMan miRNA assay system (Life Technologies). Relative expression of target genes and miRNAs was calculated by the 2^−ΔΔCt^ method. GAPDH and U6 were used as reference genes. The gene-specific primers are listed in Additional file 1: Table 1.

### Western blot

Total protein was extracted from LX-2 cells, mouse, and human liver tissues by lysing in RIPA buffer (Millipore, Billerica, MA, USA) supplemented with protease inhibitors (1% phenylmethanesulfonyl fluoride (PMSF)). The protein concentration was quantified by the BCA protein assay kit (Beyotime, Nanjing, China) using BSA as standard. Total protein was separated by loading on 6%-10% Trisglycine SDS-PAGE and then transferred onto polyvinylidene fluoride (PVDF) membranes (Millipore, Darmstadt, Germany). Primary antibodies incubated on the membranes used in this study were as follows: α-SMA(1:500; Affinity, Changzhou, China), Col1α1 (1:1000; Abcam, Cambridge, MA, USA), Notch2 (1:1000; Cell Signaling Technology, Beverly, MA, USA), Notch3 (1:1000; Abcam), Hes1 (1:1000; Abcam), β-actin (1:1000; Abcam), GAPDH (1:2500; Abcam), and Vinculin (1:1000; Abcam). The expression levels of β-actin, GAPDH, or Vinculin were used as the control for total protein amount. Horseradish peroxidase (HRP)-conjugated goat anti-rabbit immunoglobulin G (IgG) (1:1000; Cell Signaling Technology) was used as a secondary antibody at room temperature for 1 h. Protein bands were detected using the chemiluminescence HRP substrate (Millipore). The densitometric analysis of immunoblots was measured by Gel-Pro Analyzer software (Media Cybernetics, Rockville, MD, USA).

### Cell transfection

LX-2 cells at 70% confluency were transfected with 50 nM miR-154-5p or miR-148a-5p mimics, inhibitors, or their negative controls (NC) using Lipofectamine 3000 (Invitrogen) in Opti-MEM (Invitrogen) according to the manufacturer’s instructions. The synthetic miR-154-5p and miR-148a-5p mimics, inhibitors, mimics control, and inhibitors control were purchased from GenePharma (Shanghai, China). After transfection, cells were maintained in an incubator at 37 °C in a humidified atmosphere containing 5% CO_2_ for 24 h.

### Dual‑luciferase reporter assay

The pmirGLO luciferase reporter plasmid for 3’ UTR-WT (wild-type) or 3’ UTR-MUT (mutant, with a mutation in the has-miR-148a-5p binding core) of Notch2 was constructed. For luciferase assays, LX-2 cells were seeded into 24-well plates; after the confluence reaches 70–80%, the cells were cotransfected with pmirGLO/Notch2 3’ UTR-WT plasmid or 3’ UTR-MUT plasmid and miR-148a-5p mimics or negative controls (NC) using Lipofectamine 3000 (Invitrogen). Forty-eight hours after transfection, the cells were harvested and assayed for luciferase reporter activity using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA).

### Animals and treatments

Animal protocols were carried out according to the guidelines of Jiangsu University Institutional Animal Care and Use Committee (Zhenjiang, China). Seventy-five BALB/c male mice aged at 8 weeks were obtained from Laboratory Animal Center of Jiangsu University (Zhenjiang, China), weighing about 22–25 g. Mice were randomly divided into three groups: sham operation group (sham), Bile duct ligation group (BDL), and BDL + MSC group with 25 animals each. Mice underwent sham or BDL operation were anesthetized by intraperitoneal injection of 5% chloral hydrate. Briefly, the common bile duct was exposed through a midline abdominal incision. The BDL operation was performed by double ligation of the common bile duct with 5–0 sutures, while the sham operation was only performed the separation of the common bile duct without ligation. For mice treatment, in the sham and BDL groups, mice were injected with PBS through portal vein during the operation, while mice in BDL + MSC group were injected with 1 × 10^6^ HUC-MSCs. Ten mice in each group were killed on the 14th day after operation to obtain blood, liver tissue, or hepatocytes for further analyses, and the remaining 15 mice were used to evaluate the survival time.

### Primary hepatocytes isolation

Mouse primary hepatocytes were isolated by a three-step collagenase perfusion method as previous research [30]. Briefly, mouse was anesthetized and made abdominal incision to fully expose the portal vein and inferior vena cava. Liver was perfused sequentially by the following solutions via the inferior vena cava at a rate of 5 mL/min for 5 min: perfusion buffer (HBSS without calcium or magnesium, containing EGTA and HEPES) and digestion buffer (HBSS with calcium and magnesium, containing HEPES and collagenase IV). The digested liver tissue was removed and disrupted in cold William’s medium E, then, was filtered with a mesh filter, and washed three times by centrifugation at 50 g for 2 min at 4 ℃. Finally, the isolated cells were pelleted by centrifugation at 50 g for 10 min at 4 ℃ for qRT-PCR analysis or seeded and cultured in hepatocyte culture medium at 37 ℃ in 5% CO_2_ for microscopic observation.

### Histology, immunohistochemistry, and TUNEL staining

Liver tissues were fixed in 10% neutral buffered formalin and then embedded in paraffin for further histopathological analysis. Sections were cut into 4-μm thickness and stained standard protocols with hematoxylin and eosin (H&E) to examine morphology, stained Masson, and Sirius red to detect fibrotic processes. For immunohistochemistry (IHC) analysis, the liver sections were dewaxed in xylene and then dehydrated in a descending alcohol series. Heat-induced antigen retrieval was performed by incubation in citrate buffer (pH 6.0) for 15 min. The sections were subsequently incubated in 2% bovine serum albumin for 30 min to block nonspecific binding sites. Next, the slides were incubated with primary antibody specific for α-SMA (1:200; Affinity), Hes1 (1:100; Abcam), Notch2 (1:250; Cell Signaling Technology), Notch3 (1:250; Abcam), or Ki-67(1:200; Affinity) overnight at 4 °C. Then, the slides were treated with secondary antibody (1:500; HRP-conjugated anti-rabbit IgG, Cell Signaling Technology) for 1 h at room temperature. Subsequently, the reaction products were visualized by covering with diaminobenzidine (DAB) and counterstained with hematoxylin. For TUNEL staining, the paraffin sections of liver tissue were dewaxed and dehydrated as described by IHC analysis. Then, the experimental steps were carried out according to the instructions of one-step TUNEL cell apoptosis detection kit (green fluorescence) (Beyotime, Shanghai, China). The images were captured using a fluorescence microscope (OlympusBX-53, Tokyo, Japan).

### Biochemical analysis

Serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), total protein (TP), and total bilirubin (TBIL) were assessed using the Automated Biochemical Analyzer (AU-680, Beckman, Germany). Hydroxyproline content in liver tissue was detected using a kit (Nanjing Jian cheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions.

### Human specimens

Human liver tissues were provided by the Affiliated Hospital of Jiangsu University (Zhenjiang, China) from patients who had undergone partial hepatectomy and signed the specimens obtaining informed consent. The tissues were quickly frozen in liquid nitrogen after surgical resection. Samples of patients with different stages of liver fibrosis were analyzed according to Brunt scoring systems [31]. Finally, 19 cases of healthy liver and 16 cases of liver fibrosis were used for analysis. All procedures were approved by the Medical Ethics Committee of Jiangsu University.

### Statistical analysis

Experimental results are expressed as mean ± SD. Statistical analysis was performed with SPSS 20.0 software (SPSS, Inc., Chicago, IL, USA). Statistical differences were analyzed by either the Student’s t test for comparison of two groups or one-way analysis of variance (ANOVA) for comparison among multiple groups. Survival curves were analyzed using the Kaplan–Meier method and compared with the log-rank test. Differences with *P* < 0.05 were considered statistically significant.

## Results

### MiR-148-5p is up-regulated by HUC-MSCs in HSCs and inhibits the activation of HSCs

In our previous study, we co-cultured TGF-β1-activated human HSC cell line LX-2 cells with HUC-MSCs by a transwell indirect co-culture system and found that HUC-MSCs can inhibit HSCs activation by inhibiting the expression of α-SMA and Col1α1 compared with the LX-2 cells cultured alone group [32]. To assess whether HUC-MSCs inhibit HSCs activation by affecting the expressions of miRNAs, we performed miRNAs high-throughput sequencing on total RNAs extracted from TGF-β1-activated LX-2 cells co-cultured with or without HUC-MSCs. In comparison with the single culture group, 34 miRNAs were significantly differentially expressed after HUC-MSCs treatment (fold change > 1.5, *P* < 0.05), and 16 of them were novel miRNAs (Fig. 1a, b). 

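The sequencing compared LX-2 cells, an immortalized human hepatic stellate cell line, that had been activated with TGF-β1, a growth factor that drives these cells toward a fibrogenic state. In the co-culture group the LX-2 cells shared medium with HUC-MSCs through a porous membrane, and in the single culture group the upper chamber held no cells. There were 3 libraries in each group. The methods give TGF-β1 at 10 ng/mL for 48 h, and the design text of the deposited series gives 24 h. The deposited tables hold raw tag counts and the authors' normalized tag counts for 520 rows, which are 482 mature miRNA names and 463 distinct sequences of 17 to 25 nt. Of the names, 136 are the authors' own, built from a chromosome and a number, for miRNAs outside the known set; these are called author-named here and given by that chromosome and number. Rows with an identical sequence held identical counts, so each sequence was counted once. Total tag counts were 209043, 43956 and 47528 in the single culture group and 325037, 604418 and 421964 in the co-culture group. Because the smallest count listed was 2, a blank can stand for 0 or 1 tag. The table columns carry numbers instead of sample names. They were assigned to the groups through the authors' own mean columns, which name the groups: in 520 of 520 rows each mean equalled the mean of the normalized values plus 1 over that group's columns, within 1e-05. Which column is which replicate of its group is not known, so a library is named here by the number in its column name.

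Normalization affects these libraries strongly. Sequences of miR-21-5p took 56.4%, 39.8% and 37.1% of the tags in the single culture libraries and 75.0%, 81.2% and 81.2% in the co-culture libraries, which leaves a smaller share for the other miRNAs together. Sequences of 17 to 20 nt took 7.56%, 23.4% and 25.7% in the single culture libraries and 3.79%, 2.28% and 2.12% in the co-culture libraries. Among tags other than miR-21-5p forms these shares were 17.3%, 38.8% and 40.8% in single culture and 15.2%, 12.1% and 11.3% in co-culture. Raw counts were compared with edgeR's quasi-likelihood test after TMM scaling, over the 182 sequences with at least 10 counts in at least 3 libraries. Values are given as CPM of the TMM-scaled library size. The minimum is on raw tags, so it stands for a higher CPM in libraries of fewer tags. In single culture 2 tags equal 6.60, 31.0 and 29.7 CPM, and in co-culture 5.34 to 7.77. Sequences higher in co-culture therefore meet the minimum more easily than sequences higher in single culture. Scaling to library size alone moved the median log2 fold change of these sequences from -0.04 to -1.11, so all changes below are relative to the other miRNAs. The figure legend states that each experiment was repeated 3 times, without saying what was repeated for the sequencing; p-values measure the spread between these libraries.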

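After co-culture, products of the MIR21 gene rose relative to the other miRNAs. miR-21-3p was at 131 ± 30.0 CPM (SD, n = 3) in the single culture group and 400 ± 36.6 (SD, n = 3) in the co-culture group, a log2 fold change of 1.50 (standard error 0.19, adjusted p = 0.00739 from edgeR). miR-21-5p, widely reported as profibrotic, had a log2 fold change of 1.39 (standard error 0.21, adjusted p = 0.0176 from edgeR). The most abundant sequence, chr17_6906, is miR-21-5p with 1 more base at its 3′ end, and it had a log2 fold change of 1.97 (standard error 0.24, adjusted p = 0.00739 from edgeR). chr17_7541, which is miR-10a-5p with 1 base fewer at its 3′ end, rose by 0.96 on the log2 scale (standard error 0.17). In the other direction, chr4_16733, a 21 nt sequence, fell by 1.68 on the log2 scale (standard error 0.21), from 7759 ± 730 to 2417 ± 641 CPM (SD, n = 3 in each group). chr17_7217 fell by 0.83, miR-335-3p fell by 0.80 and miR-221-3p, also reported as profibrotic, fell by 0.62 on the same scale in its annotated form. The form of miR-221-3p with 1 base fewer at its 3′ end, chrX_24164, looked at after its values were seen, had a log2 fold change of 0.14 (standard error 0.28; -0.93 with library size alone as the scaling) and did not pass, and both forms together were at 2644 ± 240 CPM in single culture and 2113 ± 103 in co-culture (SD, n = 3 in each), a log2 ratio of -0.32 that was not tested. None of the 8 passed without library 2 of the co-culture group (adjusted p from 0.0511 to 0.192 in edgeR) or without its library 3 (0.0686 to 0.164), and over the libraries left out in turn the adjusted p of miR-21-5p ran from 5.73e-05 to 0.114; the directions held.

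In GRCh38, MIR21 lies on chromosome 17 from 59841266 to 59841337, on the same strand as an exon of VMP1. MIR10A lies on chromosome 17 from 48579838 to 48579947, within HOXB3 and HOXB4. MIR221 lies on chromosome X from 45746157 to 45746266, in an intron of the long noncoding RNA gene MIR222HG, and MIR335 on chromosome 7 from 130496111 to 130496204, in an intron of MEST.

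These 8 sequences, 4 higher and 4 lower, were all that passed an adjusted p of 0.05 in edgeR among 182 tested. Of these, chr4_16733 and chr17_7217 matched no gene of the small RNA classes searched, which do not include nuclear tRNAs. Whether they are miRNAs is not known here. At the thresholds of the paper, fold change over 1.5 and unadjusted P under 0.05, 32 sequences passed, 13 higher and 19 lower, of which 20 were author-named. With no minimum count 58 passed, 16 higher and 42 lower. The groups did not overlap for 66 of the 182 tested sequences, or 36.3%, where chance gives 10% for a single sequence. All 182 come from the same libraries and can move together, so this share was not tested against chance. Each single culture library also held fewer tags than each co-culture library. Library 1 of single culture stood nearer to the co-culture libraries than to its own group: across miRNAs its correlation was 0.970 to 0.981 with the co-culture libraries and 0.914 and 0.932 with the other 2 of single culture, and on the first principal component (67.2% of the variance) it lay at -2.29, the co-culture libraries from -6.52 to -3.82 and the other 2 at 7.08 and 11.1. Among sequences past the paper's thresholds but not the adjusted p, miR-10a-5p had a log2 fold change of 0.61, miR-30e-3p of 0.68 and miR-139-5p of 0.97, while chr19_8966 had -3.52 and chr8_22209 had -3.26. The last 2 are short sequences whose excess lay in libraries 2 and 3 of the single culture group.

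Of 8 tested miRNAs from a list, fixed beforehand, of those reported to promote stellate cell activation or fibrosis, 2 rose (miR-21-3p and miR-21-5p), 1 fell (miR-221-3p, in its annotated form) and 5 did not pass the test. Adjusted over the list alone, 3 were higher and 2 lower, the added ones being miR-222-3p at a log2 fold change of 0.52 and miR-27b-3p at -0.50. As a set they did not pass in camera, which compares a set with the other miRNAs (limma, adjusted p = 0.352, and adjusted p = 0.711 with an estimated correlation). They passed, toward higher, in fry, which does not compare with them (limma, adjusted p = 0.0351). Each fry result rests on the TMM scaling, which sets the 0 that changes are measured from. With library size alone the median log2 fold change of all tested sequences was -1.11, and fry results with other scalings are not given here. Of 11 tested miRNAs reported to restrain fibrosis, none passed in either direction, and miR-146a-5p (0.47), miR-29a-3p (0.37), miR-30a-5p (0.33) and miR-152-3p (-0.29) had the smallest p-values; over all 11, 5 log2 fold changes were positive and 6 negative, with a median of -0.12. As a set, the adjusted p was 0.694 in camera and 0.0402 in fry (limma), which gives the direction as higher although the median is negative.

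The number of sequences past the adjusted p was 45 without library 1 of the single culture group, 2 and 3 without its libraries 2 and 3, 5 without library 1 of the co-culture group and 0 without either of its libraries 2 and 3. With library size alone as the scaling, 1 was higher and 139 were lower, miR-21-3p and miR-21-5p had log2 fold changes of 0.44 and 0.31 and no longer passed, and chr17_7541 turned to -0.12.

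**Figure D1:**
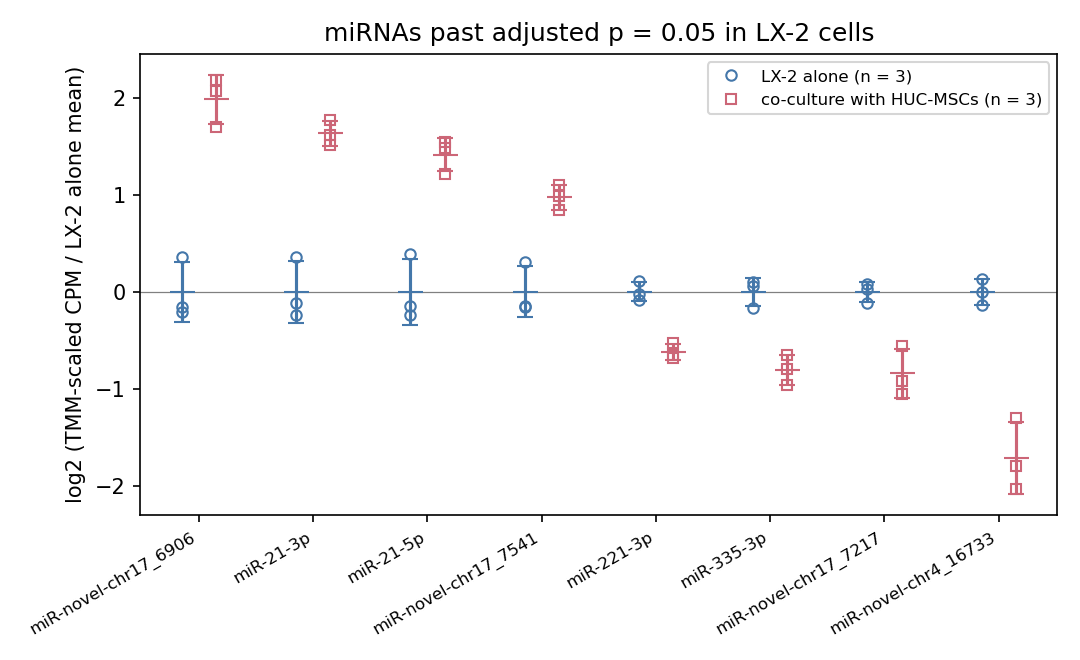
Level of the 8 sequences that passed an adjusted p of 0.05, as log2 of the TMM-scaled CPM over the mean of the single culture group (LX-2 alone). Open symbols are libraries, bars are the mean and SD of 3 libraries; the means of the co-culture group lie from -1.71 to 1.98, and the groups do not overlap. With library size alone as the scaling, chr17_7541 turns to a log2 fold change of -0.12.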

We were interested in the up-regulated miRNAs and selected the three mature miRNAs including miR-181a-2-3p, miR-154-5p, and miR-148a-5p for further investigation and then validated these miRNAs in co-culture experiments by qRT-PCR. 

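miR-148a-5p had 3, 2 and 3 tags in the co-culture libraries and none listed in the single culture libraries. miR-154-5p had 2, 4 and 2 tags in the co-culture libraries and was likewise not listed in single culture. miR-181a-2-3p was better covered, with 12, 4 and 5 tags in single culture and 25, 48 and 32 in co-culture. Its level was 58.7 ± 17.6 CPM (SD, n = 3) in single culture and 113 ± 15.5 (SD, n = 3) in co-culture, a log2 fold change of 1.16 (standard error 0.29, adjusted p = 0.0607 from edgeR), and each co-culture library lay above each single culture library. With library size alone as the scaling this log2 fold change was 0.06, and without library 1 of single culture it was 0.74.

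The opposite arm of the same precursor, miR-148a-3p, was abundant in both groups, at 1195 ± 88.2 CPM in single culture and 1101 ± 80.3 in co-culture (SD, n = 3 in each), with a log2 fold change of -0.12 (standard error 0.12, adjusted p = 0.567 from edgeR). This change is relative to the other tested sequences, as are those of the miR-148 family below. The median log2 fold change of all tested sequences was -0.04 with TMM and -1.11 with library size alone. In co-culture the 5p arm made up 0.786% of the tags of both arms, 8 of 1018 (95% exact binomial interval 0.340% to 1.54%, for counting error only). In single culture, 523 tags of the 3p arm were listed and none of the 5p arm. With each of the 3 blanks taken as 1 tag, the share in single culture would be 0.570%. The groups are not compared by a test here, as tags pooled over libraries leave out the spread between libraries. Among the relatives of miR-148a, miR-148b-3p had a log2 fold change of -0.30 and miR-152-3p of -0.29, and neither passed the adjusted test.

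Both low miRNAs stayed below the minimum of 10 counts in 3 libraries and were not tested in the fit across miRNAs. At the pooled co-culture level of miR-148a-5p, 8.76 CPM, the single culture libraries would hold 2.65, 0.564 and 0.590 tags, and none would reach the 2 tags needed to be listed with a probability of 20.2%. This Poisson probability, chosen after the counts were seen, was 20.2% for miR-154-5p too, whose pooled count is the same; with library size alone as the scaling it was 61.1% for both, with the authors' scaling 48.9%, and with 1 library left out it ran from 10.4% (library 2 of co-culture) to 78.4% (library 1 of single culture) for miR-148a-5p. These counts are too few to show or to exclude a difference in either miRNA. With no minimum count, edgeR gave an adjusted p of 0.515 for miR-148a-5p and 0.519 for miR-154-5p.

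miR-148a-5p lies on chromosome 7 of GRCh38 from 25949960 to 25949981 on the minus strand, in the 68 nt precursor MIR148A, which overlaps no other annotated gene; its sequence in the table is AAAGUUCUGAGACACUCCGACU. miR-154-5p lies on chromosome 14 from 101059769 to 101059790, in an imprinted miRNA cluster. miR-181a-2-3p lies on chromosome 9 from 124692518 to 124692539, in an intron of MIR181A2HG and, on the opposite strand, of NR6A1. The paper set out to learn whether HUC-MSCs act on stellate cells through miRNAs, and states that it selected these 3 out of interest in the up-regulated miRNAs.

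**Figure D2:**
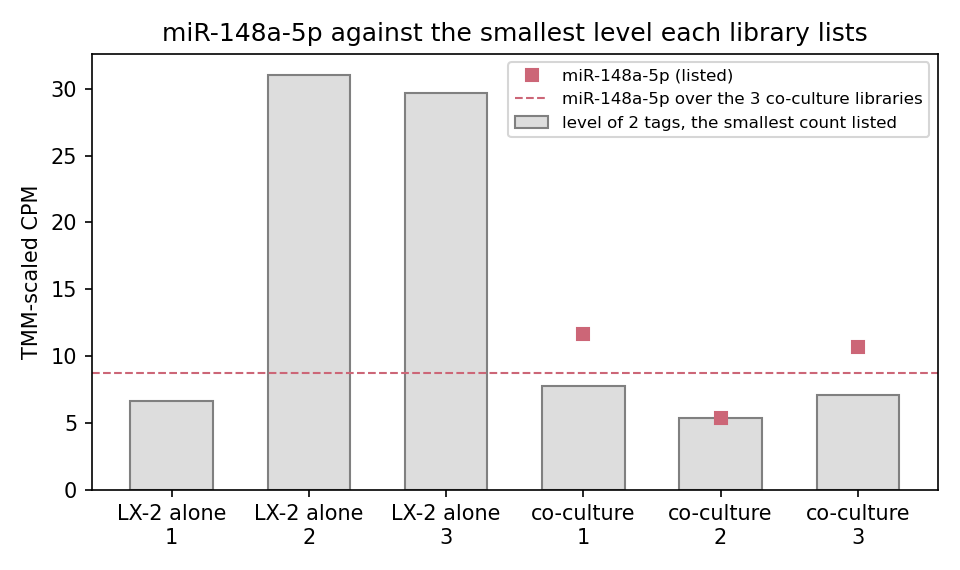
Level of miR-148a-5p in each library (squares, TMM-scaled CPM) beside the level of 2 tags, the smallest count listed (bars). The dashed line is its pooled co-culture level of 8.76 CPM. In libraries 2 and 3 of the single culture group (LX-2 alone), 2 tags stand for 31.0 and 29.7 CPM, above that line.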

Our results showed that the expressions of miR-154-5p and miR-148a-5p were up-regulated in accordance with the high-throughput sequencing analysis (Fig. 1c). However, the expression of miR-181a-2-3p was down-regulated in the co-culture group (Fig. 1c). Therefore, miR-154-5p and miR-148a-5p were selected for further study. To confirm whether these two miRNAs were associated with liver fibrosis, TGF-β1-activated LX-2 cells were transfected with miR-154-5p or miR-148a-5p mimics/inhibitors, or their negative control (NC), respectively. We observed that the expressions of α-SMA and Col1α1 in cells transfected with miR-148a-5p mimics were significantly down-regulated, while in cells transfected with miR-148a-5p inhibitors which were significantly up-regulated by qRT-PCR and Western blot analysis (Fig. 1e, f). However, no significantly different expressions of α-SMA and Col1α1 were found after miR-154-5p transfection (Fig. 1d). Therefore, miR-148a-5p was selected as the miRNA for further study. In conclusion, our results indicated that HUC-MSCs inhibited the activation of HSCs by up-regulating the expression of miR-148a-5p.

**Fig. 1:**
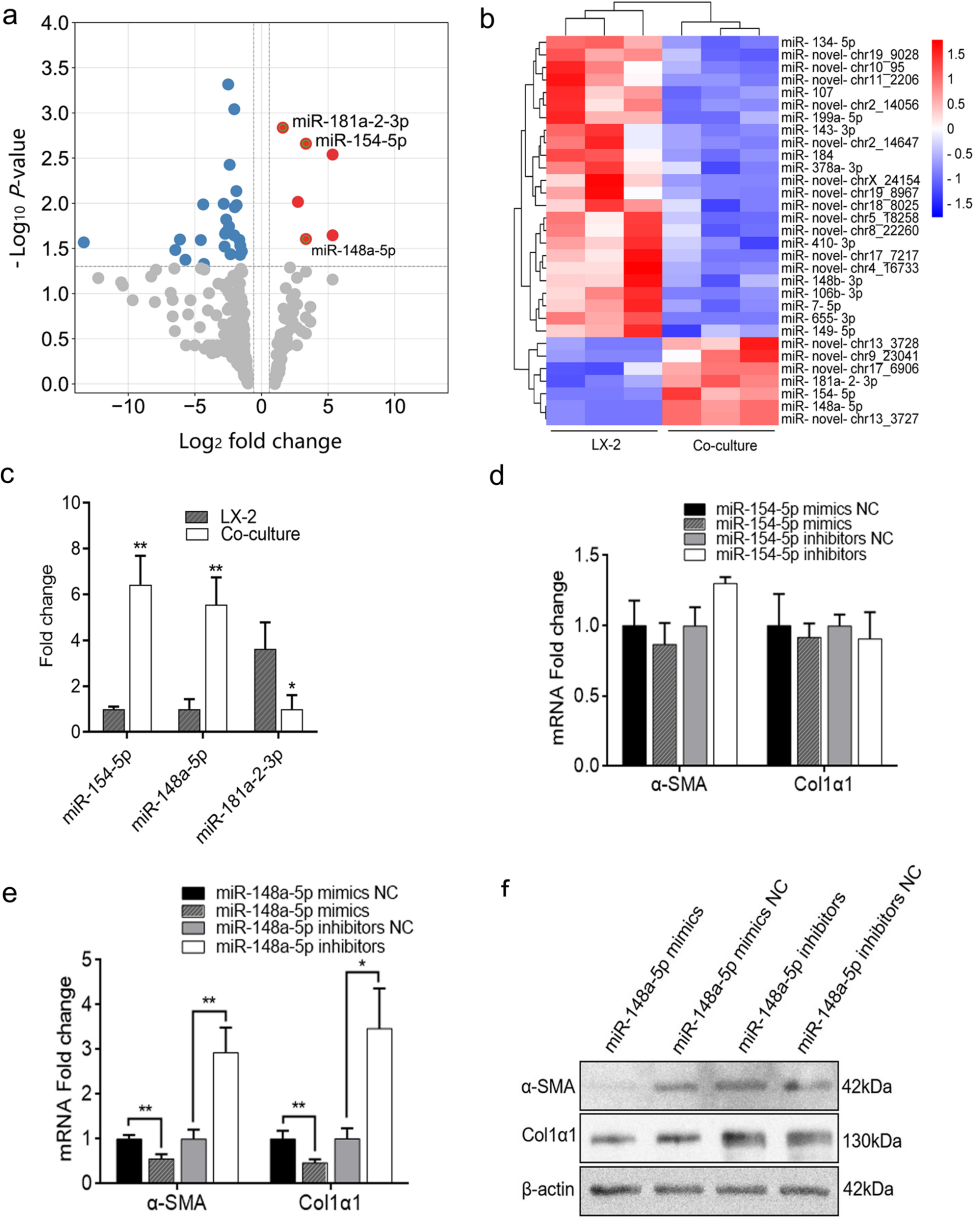
MiR-148-5p is up-regulated by HUC-MSCs in HSCs and inhibits the activation of HSCs. **a** Volcano plot of differentially expressed miRNAs in activated LX-2 cells cultured with or without HUC-MSCs from high-throughput sequencing. **b** Heatmap of differentially expressed miRNAs in activated LX-2 cells cultured with or without HUC-MSCs. **c** Three significantly up-regulated miRNAs were verified by qRT-PCR. **d, e** The mRNA levels of α-SMA and Col1α1 were assessed by qRT-PCR in activated LX-2 cells transfected with miR-154-5p mimics, miR-154-5p inhibitors, miR-148a-5p mimics, 148a-5p inhibitors, or their negative controls, respectively. **f** The protein levels of α-SMA and Col1α1 were detected by Western blot in LX-2 cells transfected with miR-148a-5p mimics, 148a-5p inhibitors, or their negative controls. The quantitative data are represented as the mean ± SD. Each experiment was repeated three times. *P < 0.05 and **P < 0.01. *HSCs* hepatic stellate cells; *HUC-MSCs* human umbilical cord mesenchymal stem cells; *miRNA* microRNAs; *qRT-PCR* quantitative real-time PCR; *α-SMA* α-smooth muscle actin; *Col1α1* collagen type I α1

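The heatmap of Fig. 1b names 31 miRNAs, which are 30 distinct sequences in the deposited table, 6 higher and 24 lower in co-culture in the authors' deposited table. Of these, 19 had enough counts to be tested, 17 with a lower and 2 with a higher level in co-culture. Of the tested, 3 passed the adjusted p in edgeR (chr17_6906, chr4_16733 and chr17_7217), and 11 passed the paper's thresholds in the count test.

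Among known miRNAs of the heatmap, miR-143-3p, a miRNA abundant in smooth muscle and fibroblasts, was at 2063 ± 1145 CPM in single culture and 862 ± 42.0 in co-culture (SD, n = 3 in each), a log2 fold change of -1.23 (standard error 0.45, adjusted p = 0.144 from edgeR). The single culture values spread over a wider range than the difference between groups. miR-7-5p had a log2 fold change of -0.54, miR-106b-3p of -0.49, miR-134-5p of -0.66, miR-149-5p of -0.53, miR-184 of -0.92 and miR-378a-3p of -0.44, with adjusted p-values from 0.104 to 0.453 in edgeR. When libraries 2 and 3 of single culture were left out, a setting chosen after the data were seen that leaves 1 library of single culture, miR-134-5p, miR-143-3p and miR-378a-3p had log2 fold changes of 0.04, 0.14 and 0.44, miR-184 of -0.04, miR-7-5p of -0.21, miR-106b-3p of -0.20 and miR-149-5p of -0.31. When library 1 was left out instead, miR-143-3p had -1.65, miR-184 -1.62, miR-134-5p -1.03, miR-378a-3p -0.79, miR-149-5p -0.73, miR-106b-3p -0.72 and miR-7-5p -0.70. The 11 sequences not tested include miR-107, miR-199a-5p, miR-410-3p and miR-655-3p, each with at most 11 tags in any library.

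Many author-named sequences of the heatmap are short. chr19_9028, of 17 nt, was at 37467 ± 12172 CPM in single culture and 19248 ± 4161 in co-culture (SD, n = 3 in each), with a log2 fold change of -0.96 (standard error 0.29), and did not pass the adjusted test. Its sequence and those of chr2_14056 and chr8_22260 match signal recognition particle RNA genes (RN7SL) in GENCODE release 29, and chr5_18258 matches RNU6ATAC, a small nuclear RNA of the minor spliceosome. Of the 15 author-named sequences in the heatmap, 1 lies in an annotated miRNA gene (MIR21), 3 match RN7SL, 1 matches RNU6ATAC and 10 match no gene of the small RNA classes searched, which do not include nuclear tRNAs. chr4_16733 and chr17_7217 are among these 10, and their origin is not known here. A sequence with no match can still be a fragment of an RNA outside the genes searched, so no RNA class is excluded for these 10.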

### HUC-MSCs up-regulate the expression of miR-148a-5p in HSCs by suppressing the Notch signaling pathway

To identify the molecular mechanism of miR-148a-5p regulates HSCs activation, we performed bioinformatics analyses with web-based tools including miRDB, DIANA TOOLS, TargetScan, and RNA22 and screened out 45 potential target genes of miR-148a-5p (Fig. 2a). Gene Ontology (GO) analysis was performed to evaluate mRNA enrichments in terms of biological process, cellular component, and molecular function. The biological processes of these target genes were mainly enrichment in the SMAD protein signal transduction and the TGF-β receptor signaling pathway, and the molecular functions were mainly enriched in the TGF-β receptor pathway-specific cytoplasmic mediator activity and the I-SMAD binding, which were well known to be associated with hepatic fibrosis (Fig. 2b). The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed 5 pathways, including the Wnt signaling pathway and the TGF-β signaling pathway (Fig. 2c), which were known to be involved in the progression of liver fibrosis. Among them, Smad4, Jun, Csnk1a1, and Ctnnb1 were potential target genes of miR-148a-5p in the Wnt signaling pathway, and Smad4, ID4, Smad9, and Smad5 were potential target genes in the TGF-β signaling pathway. Since the genes of Smad4, Jun, Ctnnb1, and Smad5 have been reported to be associated with liver fibrosis, and the Notch2 gene was considered to be related to Wnt and TGF-β signaling pathways, these five candidate target genes were selected for research. To clarify the targeting relationship between these genes and miR-148a-5p, TGF-β1-activated HSCs were transfected with miR-148a-5p mimics or NC; the result showed that Notch2 was decreased most significantly in the five-candidate target genes after transfected with miR-148a-5p mimics (Fig. 2d). Then, the relationship of Notch2 directly targeted by miR-148a-5p was validated by luciferase assay on wild-type and mutagenized 3’ UTR from Notch2 (Fig. 2e, f). To investigate whether miR-148a-5p affects HSCs activation through Notch signaling pathway, Notch signaling-related key nodes and target genes Notch2, Notch3, and Hes1 were detected in TGF-β1-activated HSCs transfected with miR-148a-5p mimics/inhibitors or these NC. The results showed that mRNA and protein levels of Notch2, Notch3, and Hes1 were decreased in HSCs after transfection of miR-148a-5p mimics, whereas increased after transfection of miR-148a-5p inhibitors (Fig. 2g–i). To confirm whether HUC-MSCs inhibit HSCs activation by inhibiting Notch signaling pathway, TGF-β1-activated HSCs were co-cultured with HUC-MSCs. We found that the levels of α-SMA and Col1α1 in HSCs were decreased after co-cultured with HUC-MSCs, which indicated a reduction in the activity of HSCs (Fig. 2j). Moreover, the protein levels of Notch2, Notch3, and Hes1 were decreased at the same time (Fig. 2j). Taken together, our data suggested that HUC-MSCs inhibit HSCs activation by up-regulating the expression of miR-148a-5p through inhibiting the Notch signaling pathway.

**Fig. 2:**
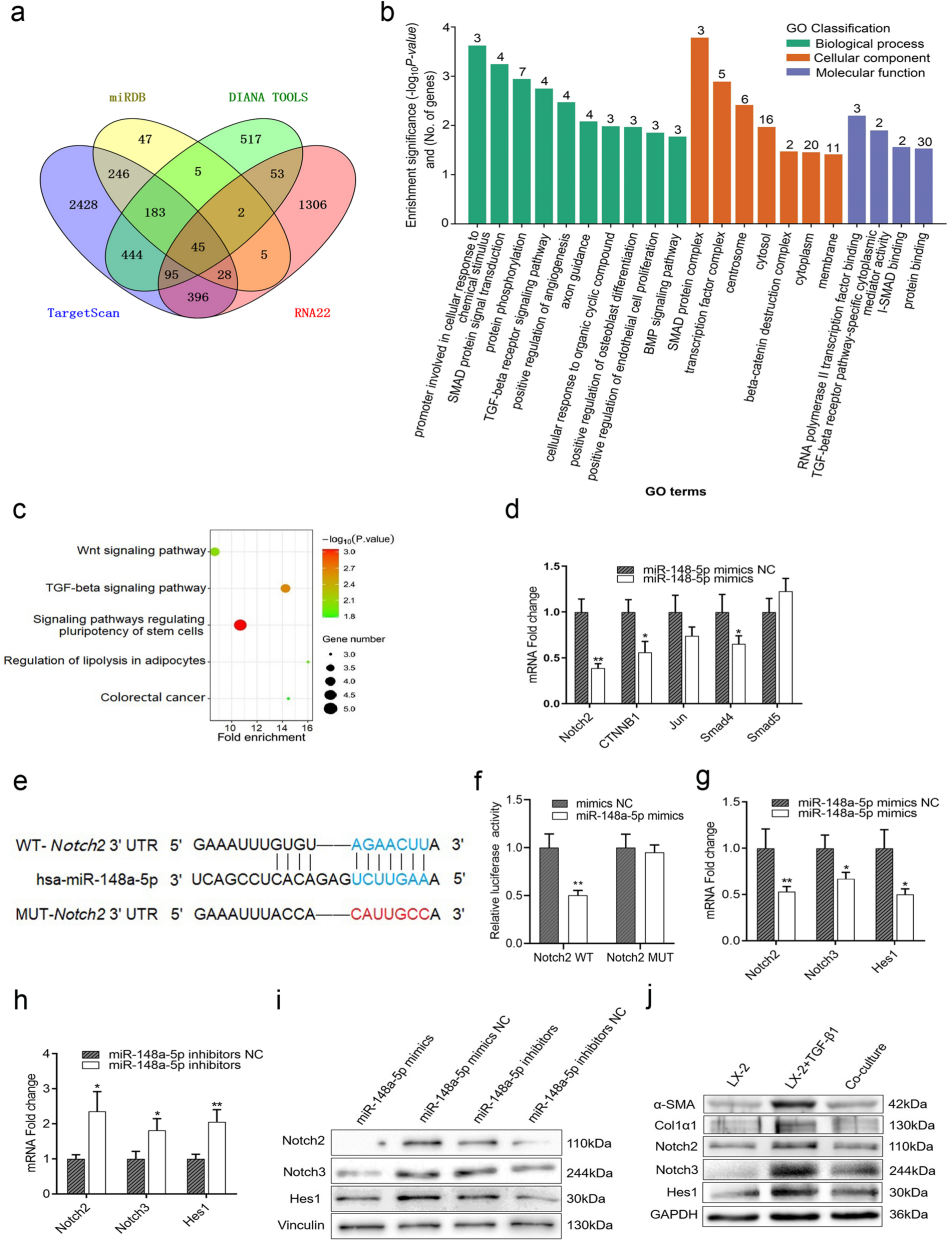
HUC-MSCs up-regulate the expression of miR-148a-5p of HSCs by suppressing Notch signaling pathway. **a** Venn diagram of overlapping target genes of miR-148a-5p predicted by multiple bioinformatics websites (TargetScan, miRanda, miRDB, and DIANA-microT). **b** GO enrichment results showing differences in target genes based on their distribution by GO terms. **c** KEGG analysis of candidate genes. **d** Five fibrosis-related predictive target genes of miR-148a-5p were verified by qRT-PCR in LX-2 cells transfected with miR-148a-5p mimics or NC. **e** Schematic representation of miR-148a-5p binding to predicted recognition sites in the 3’ UTR of Notch2. **f** Luciferase activity assay on LX-2 cells cotransfected with Notch2 WT 3’ UTR-luciferase plasmid or Notch2 MUT 3’ UTR-luciferase plasmid and miR-148a-5p mimics or miR-148a-5p NC. **g, h** The mRNA levels of Notch2, Notch3, and Hes1 were detected by qRT-PCR in LX-2 cells transfected with miR-148a-5p mimics, 148a-5p inhibitors, or their negative controls, respectively. **i** The protein levels of Nocth2, Notch3, and Hes1 were detected by Western blot in LX-2 cells transfected with miR-148a-5p mimics, inhibitors, or their NC, respectively. **j** The protein levels of α-SMA, Col1α1, Nocth2, Notch3, and Hes1 were detected in LX-2 cells treated with or without TGF-β1 cultured alone or co-cultured with HUC-MSCs. The quantitative data are represented as the mean ± SD. Each experiment was repeated three times. *P < 0.05 and **P < 0.01. *HUC-MSCs* human umbilical cord mesenchymal stem cells; *HSCs* hepatic stellate cells; *GO* gene ontology; *KEGG* Kyoto Encyclopedia of Genes and Genomes; *MUT* mutant; *qRT-PCR* quantitative real-time PCR; *NC* negative control; *TGF-β1* transforming growth factor-β1; *WT* wild-type

### HUC-MSCs ameliorate BDL-induced liver fibrosis in mice

To further investigate the role of HUC-MSCs in hepatic fibrosis in vivo, the mouse liver fibrosis model was established by bile duct ligation, HUC-MSCs were injected through the portal vein during the operation. Five mice each from sham, BDL, and BDL + MSC groups were killed for various microscopic evaluations 14 days after the operation (Fig. 3a). To examine whether HUC-MSCs ameliorate BDL-induced liver fibrosis, macroscopic examination, hematoxylin and eosin (H&E), Masson and Sirius red staining were used to evaluate the extent of liver fibrosis. Macroscopic examination showed that livers in the BDL + MSC group were smoother and softer than those in BDL group (Fig. 3b). Besides, H&E-stained liver sections from BDL group revealed extensive hepatocellular death with cytoplasmic vacuolization and severe structural destruction of liver tissue (Fig. 3b). By contrast, liver sections from HUC-MSCs-treated group rarely showed hepatocellular edema and death. Moreover, Masson and Sirius red staining all indicated less collagen deposition and smaller fibrotic areas after HUC-MSCs transplantation (Fig. 3b).

**Fig. 3:**
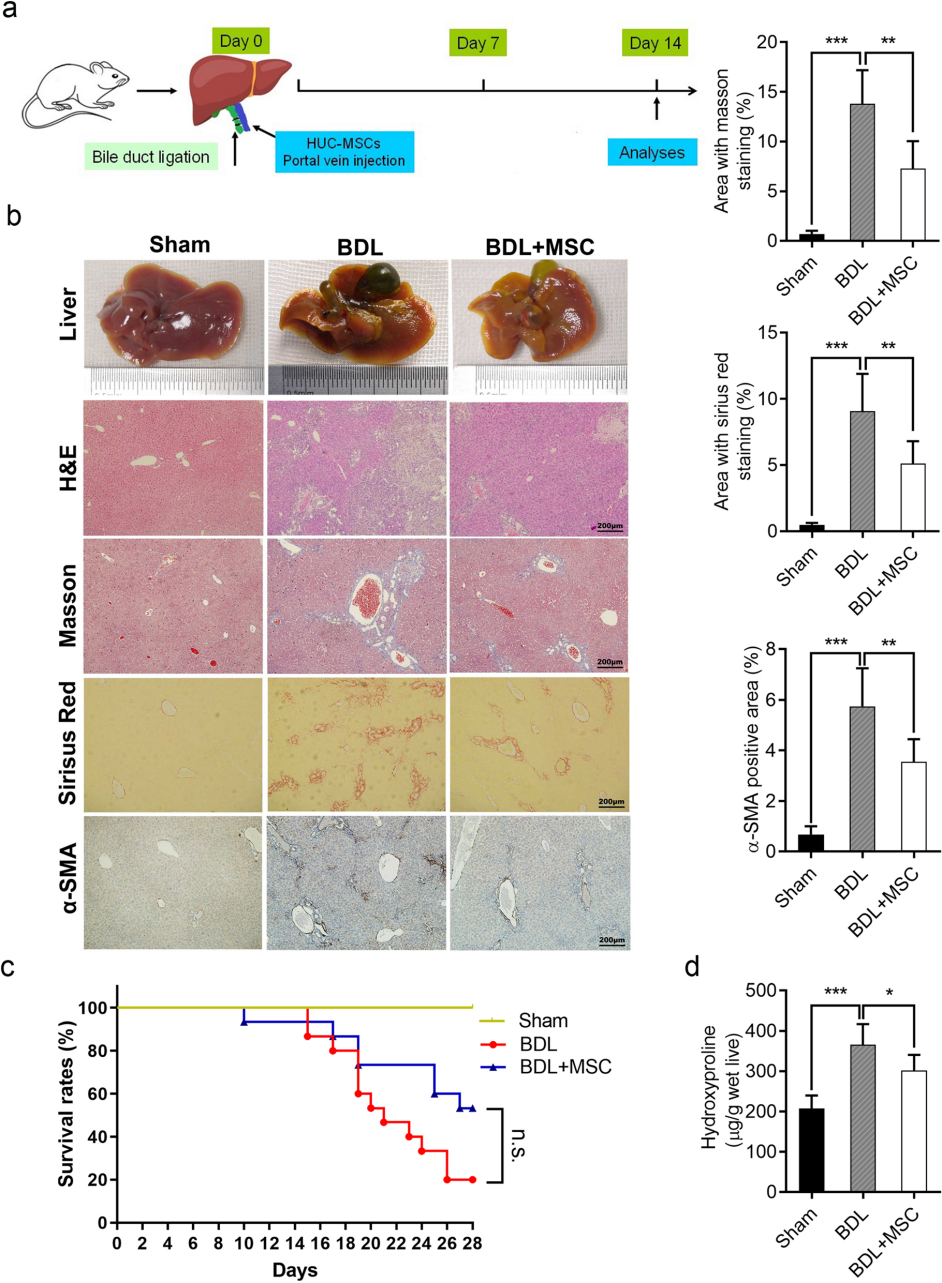
HUC-MSCs ameliorate BDL-induced liver fibrosis in mice. **a** Schema depicting HUC-MSCs treatment for BDL-induced liver fibrosis. **b** Representative images of liver gross morphology of sham, BDL, and BDL + MSC groups, and images of H&E, Masson, Sirius red, and α-SMA immunohistochemistry staining of liver sections of the three groups. Scale bars, 200 µm. **c** Kaplan–Meier survival analysis of mice in the three groups. **d** The amount of liver hydroxyproline was detected in the different groups. Each experiment was repeated three times. *P < 0.05, **P < 0.01, ***P < 0.001 and n.s. not significant. *HUC-MSCs* human umbilical cord mesenchymal stem cells; *α-SMA* α-smooth muscle actin

α-SMA is regarded as a marker of myofibroblasts and reflects the severity of liver fibrosis. The result of IHC for α-SMA showed administration of HUC-MSCs greatly reduced liver fibrosis by reducing the area of a-SMA staining (Fig. 3b). In addition, the hepatic hydroxyproline contents in BDL + MSC group were considerably lower in comparison with the BDL group (Fig. 3d).

During the 28-day follow-up period after sham or BDL operation, mice in sham group were all survival, and 12 of the 15 mice in BDL group were died in succession. By contrast, better survival rate was observed for HUC-MSCs treatment, with only 7 mice dead during the observation period (Fig. 3c). Overall, these results suggested that HUC-MSCs injection could attenuate BDL-induced liver fibrosis in mice.

### HUC-MSCs inhibit Notch signaling pathway by up-regulating miR-148-5p in BDL-induced liver fibrosis

To investigate whether miR-148-5p is involved in the therapeutic capacity of HUC-MSCs in BDL-induced liver fibrosis, the expression of miR-148-5p in mouse livers was detected by qRT-PCR. The results showed that miR-148-5p was significantly up-regulated after HUC-MSCs treatment compared with BDL model group (Fig. 4a). To further identify the function of miR-148-5p in fibrotic tissue, the protein level of Notch2, a target gene of miR-148-5p, which has been confirmed before was analyzed by Western blotting. Consistent with experiments in vitro, with the decrease of the profibrotic markers including α-SMA and Col1α1, a significantly lower expression level of Notch2 was found in hepatic fibrosis mice transplanted with HUC-MSCs compared with the BDL control group (Fig. 4b). To investigate whether HUC-MSCs attenuate liver fibrosis by suppression of Notch signaling pathway as the findings in vitro, Notch signaling-related molecules including Notch2, Notch3, and Hes1 were examined by immunochemistry. As we expected, their expressions were significantly decreased after HUC-MSCs treatment (Fig. 4c). Taken together, these results indicated that HUC-MSCs alleviated hepatic fibrosis through up-regulating miR-148-5p by targeting Notch2 and suppressing the Notch signaling pathway.

**Fig. 4:**
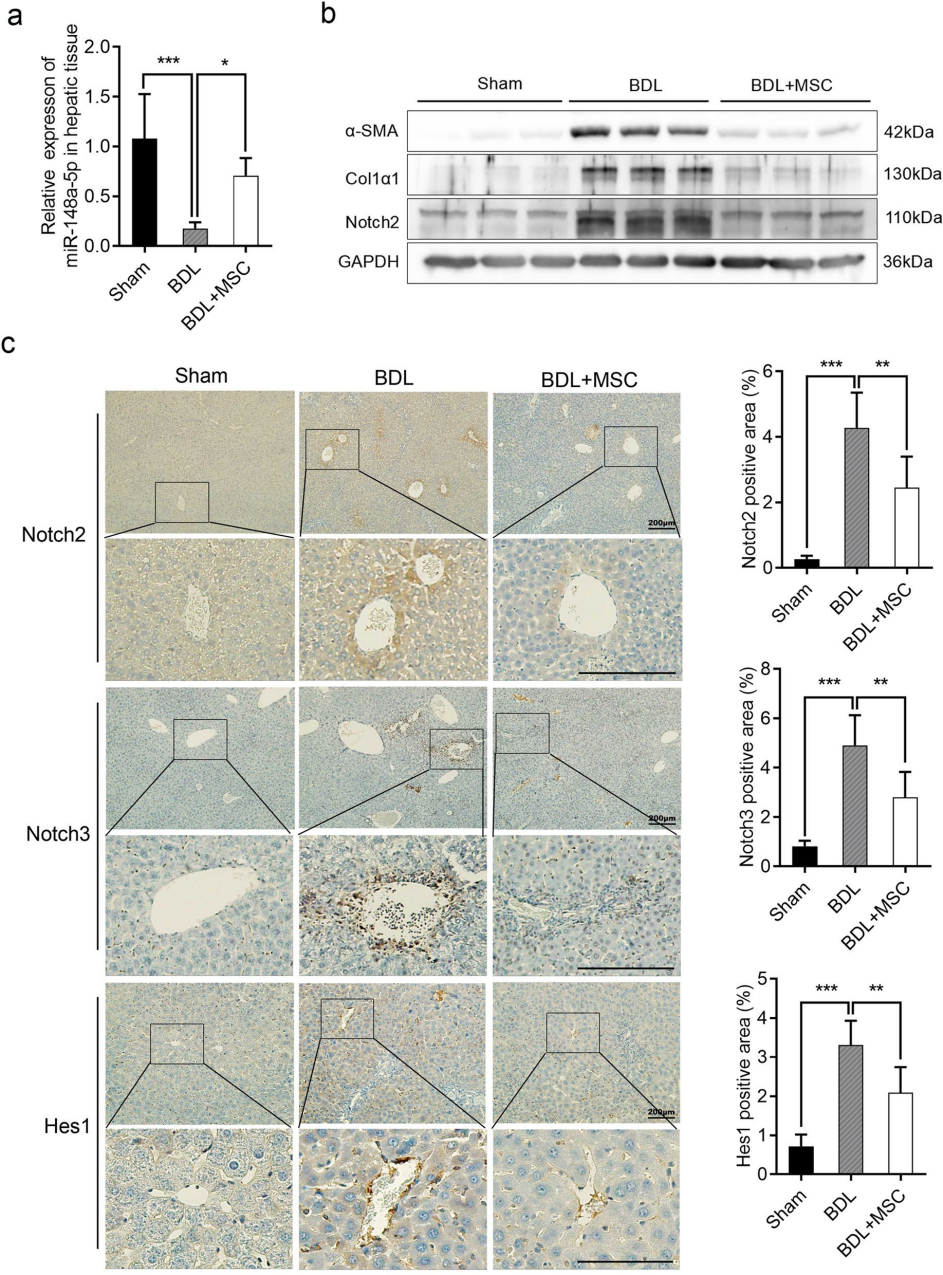
HUC-MSCs inhibit Notch signaling pathway by up-regulating miR-148-5p in BDL-induced liver fibrosis. **a** The expression levels of miR-148-5p were examined in mouse hepatic tissues of sham, BDL, and BDL + MSC groups. **b** The protein levels of α-SMA, Col1α1, and Notch2 in mouse hepatic tissues were detected by Western blot. **c** Immunohistochemical staining of Notch2, Notch3 and Hes1 in liver tissues of different groups, and quantification of Notch2, Notch3, and Hes1-positive areas in mouse hepatic tissues. Scale bars, 200 µm. The quantitative data are represented as the mean ± SD. Each experiment was repeated three times. *P < 0.05, **P < 0.01, and ***P < 0.001. *HUC-MSCs* human umbilical cord mesenchymal stem cells; *α-SMA* α-smooth muscle actin; *Col1α1* collagen type I α1

### HUC-MSCs inhibit hepatocellular apoptosis and enhance liver regeneration by up-regulating miR-148-5p in mice

Hepatocyte apoptosis and regeneration play an important role in liver fibrosis. To clarify the role of miR-148-5p in hepatocytes, primary hepatocytes were extracted from mice underwent sham or BDL operation. Compared with mice in sham group, miR-148-5p expression was significantly decreased in primary hepatocytes of mice underwent BDL, while HUC-MSCs treatment up-regulated the expression of miR-148-5p (Fig. 5a). To determine the effect of HUC-MSCs on hepatocyte proliferation, the proliferation marker Ki-67 was used to detect the proliferation of hepatocytes in liver tissue sections of each group. Few Ki-67-positive hepatocytes were observed in livers of sham and BDL groups, whereas significantly increased positive cells were observed in HUC-MSCs-treated liver (Fig. 5b).

**Fig. 5:**
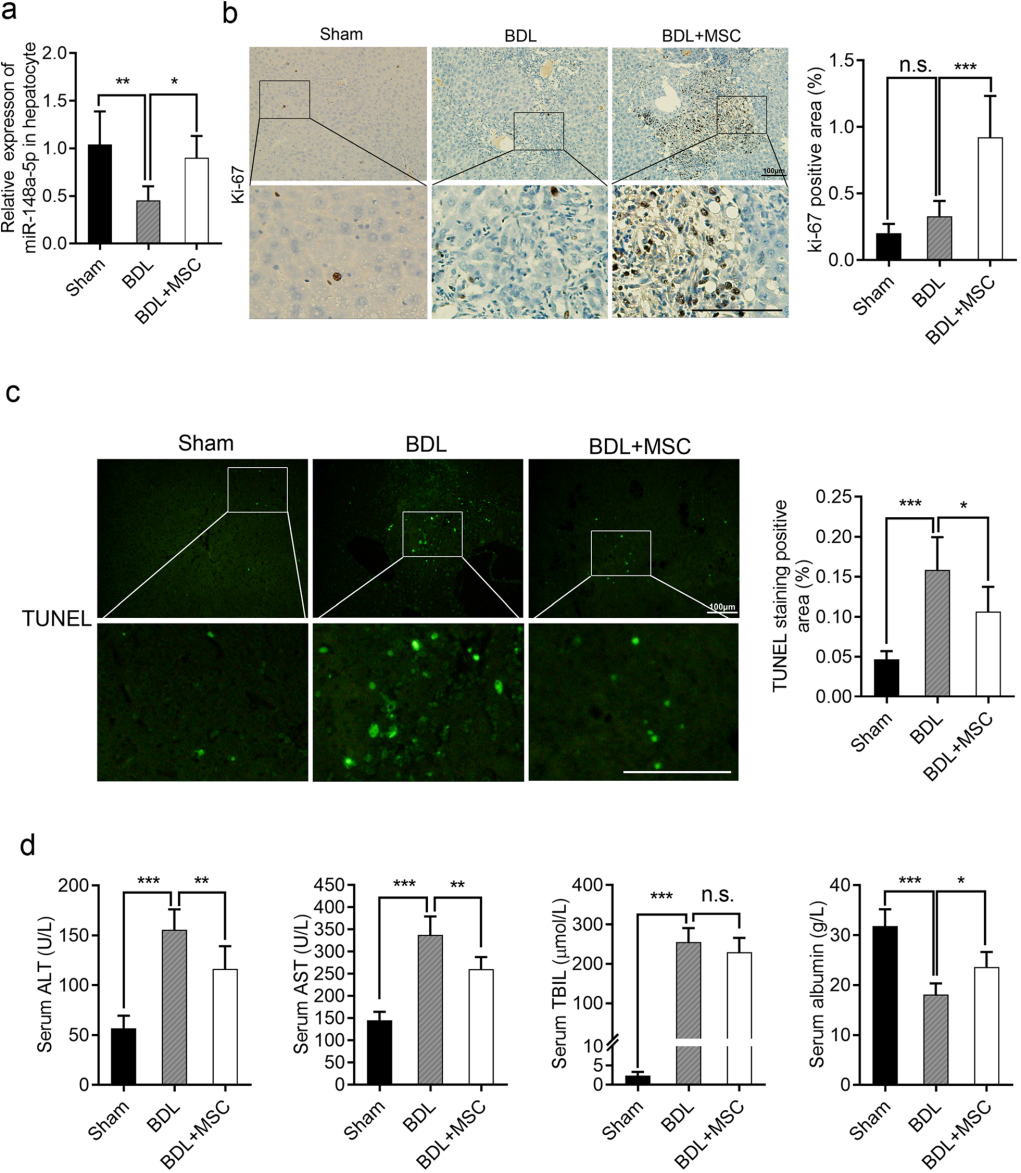
HUC-MSCs inhibit hepatocellular apoptosis and enhance liver regeneration by up-regulating miR-148-5p in mice. **a** The expression levels of miR-148-5p in hepatocytes extracted from mouse hepatic tissues of sham, BDL, and BDL + MSC groups. **b** Immunohistochemical staining of Ki-67 in liver tissues of the three groups. **c** TUNEL staining of liver sections from the three groups. **d** Serum levels of ALT, AST, TBIL, and albumin in the three groups. Each experiment was repeated three times. *P < 0.05, **P < 0.01, ***P < 0.001 and n.s. not significant. *HUC-MSCs* human umbilical cord mesenchymal stem cells; *ALT* alanine aminotransferase; *AST* aspartate aminotransferase; *TBIL* total bilirubin

Hepatocyte apoptosis is one of the factors leading to liver fiber. To determine whether HUC-MSCs transplantation affects hepatocyte apoptosis, hepatocyte nuclei in liver sections were detected by TUNEL staining. Many TUNEL-reactive hepatocyte nuclei were observed in control mice with BDL, yet dramatic reduction of apoptotic hepatocyte nuclei was observed in sham and HUC-MSCs-treated mice (Fig. 5c).

Hepatocyte apoptosis and liver necrosis induced damage to liver function. To further evaluate the effect of HUC-MSCs on liver function, the serum of mice in each group was used to detect the expression of AST, ALT, TBIL, and albumin. Reduced AST and ALT, and increased albumin levels were observed in BDL-induced fibrotic livers of mice treated with HUC-MSCs compared with those in mice of BDL model group (Fig. 5d). However, no significant change was observed in TBIL, indicating that jaundice did not improved by HUC-MSCs treatment (Fig. 5d). Thus, these observations suggested that HUC-MSCs improve liver regeneration and liver function, and inhibit hepatocellular apoptosis in mice with liver fibrosis.

### Expression of miR-148-5p and Notch signaling pathway in human fibrosis hepatic tissues

To investigate whether miR-148-5p is involved in the process of human liver fibrosis, we detected the expression of miR-148-5p in normal liver and hepatitis B-induced liver fibrosis tissues. As the findings from experimental mice showed, the expression of miR-148-5p in human fibrotic tissues was significantly lower than that in normal tissues (Fig. 6a). The expression of Notch2 was also increased dramatically in fibrotic tissues detected by Western blot analysis and immunohistochemistry (Fig. 6b–d). Moreover, the expression of Hes1 was also significantly increased in fibrotic tissues compared with that in normal livers (Fig. 6c, d). These results indicated that the high expression of miR-148-5p and the low expression of Notch2 in liver tissue might predict the occurrence of liver fibrosis. Due to human ethical reasons, we have not yet applied MSCs for the treatment of human liver fibrosis, but miR-148-5p may be a potential target for MSCs treatment in human liver fibrosis.

**Fig. 6:**
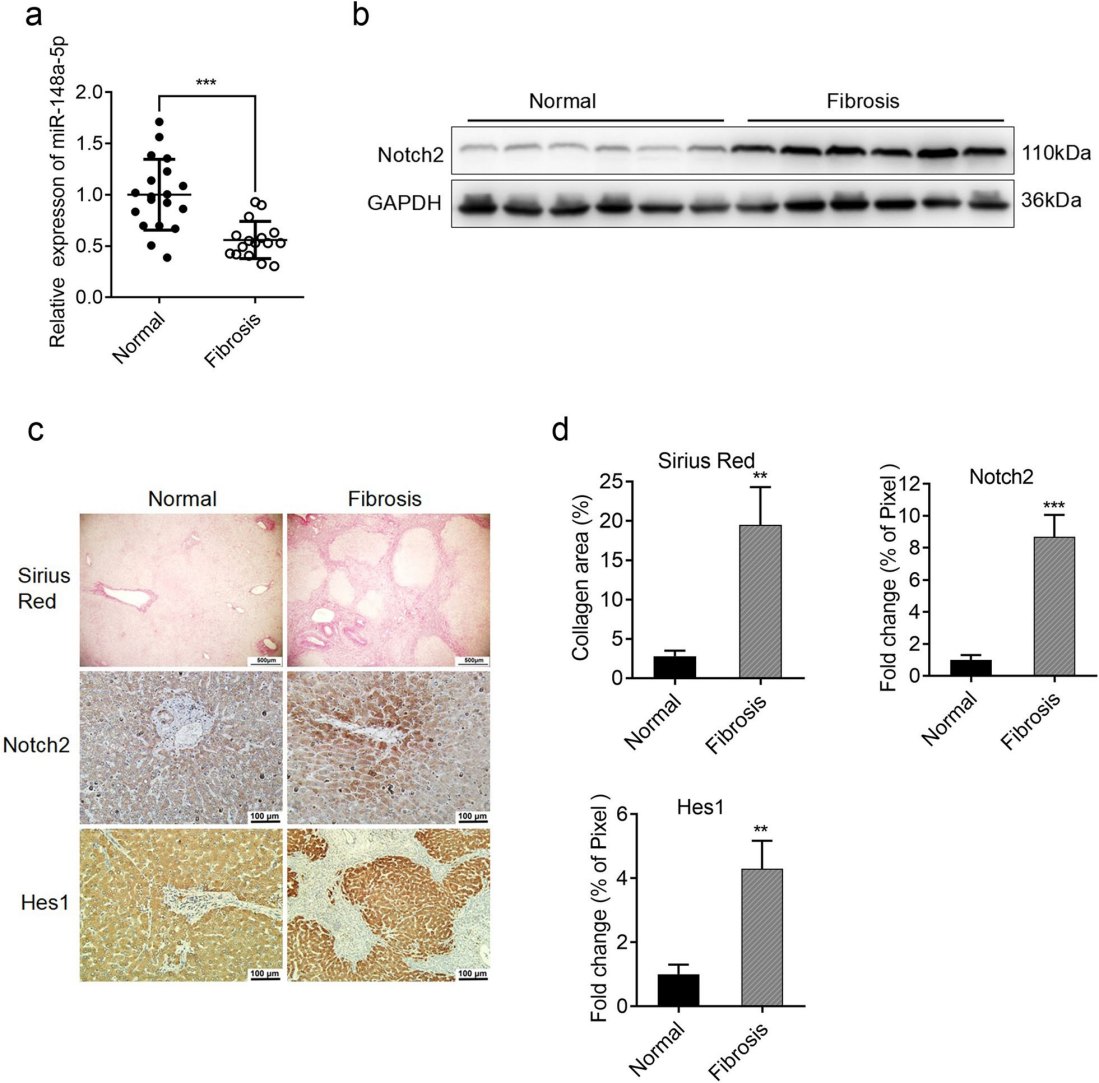
Expression of miR-148-5p and Notch signaling pathway in liver tissues of patients with fibrosis. **a** The expression levels of miR-148-5p were examined in normal and fibrosis liver tissues. **b** Western blot analysis showing the expression of Notch2 in normal and fibrosis liver tissues. Protein samples in different lanes were obtained from different individuals. **c** Histological analysis was performed by sirius red staining (Scale bars, 500 µm), and immunohistochemical analysis of normal and fibrosis liver tissues for the expression of Notch2 and Hes1 (Scale bars, 100 µm). **d** Collagen proportion (stained red) of sirius red staining, and quantification of Notch2 and Hes1-positive areas in normal and fibrosis liver tissues

## Discussion

Liver fibrosis, which is often characterized by progressive destruction of liver structure, chronic inflammatory infiltration, liver dysfunction, and portal hypertension [1], is considered as a significant public health issue and increases the risk of developing hepatocellular carcinoma [33]. Currently, there are no effective treatments for end-stage liver fibrosis except for liver transplantation [34]. Therefore, alternative therapeutic approaches are urgent to be invented to treat liver fibrosis.

MSCs have been shown to alleviate liver fibrosis in the experimental models and in recent clinical trials by inhibiting HSCs activation, reducing collagen deposition, and improving liver function [35]. Recently, increasing number of studies have shown that dysregulated expression of miRNAs on HSCs activation plays an essential role in the pathogenesis of liver fibrosis [21]. However, the underlying mechanisms to explain the effects of MSCs on liver fibrosis by affecting miRNA expression are still largely unknown. Here, we have identified that miR-148a-5p was the most significantly up-regulated after co-culture with HUC-MSCs in TGF-β1-activated HSCs using high-throughput sequencing.

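In the count data, the miRNAs with the smallest p among those higher in co-culture were the MIR21 products, and miR-181a-2-3p ranked 8th by p of the 83 tested sequences with a positive log2 fold change. miR-148a-5p had too few tags to be ranked among them. When every listed sequence was tested, it ranked 34th by p and 5th by fold change of 254 higher sequences; a fold change against a group with no listed tag depends on the small count that edgeR adds. In the authors' deposited table, miR-148a-5p has a fold change of 3.33 with P = 0.0249 from an equal-variance 2-sample test. Among the 7 miRNA names that are higher there at the paper's thresholds it ranks 7th by P and shares the 4th place by fold change with miR-154-5p. These 7 names are 6 distinct sequences, since chr13_3727 and chr13_3728 share theirs. The names above miR-148a-5p by fold change are author-named. Among the 3 known miRNAs, miR-148a-5p and miR-154-5p share the largest fold change, against 1.60 for miR-181a-2-3p, and miR-148a-5p has the largest P.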

MiR-148a was found in various human tissues, including heart, thymus, liver, pancreas, placenta, and renal [36]. It is considered as an oncogene or tumor suppressor gene in multiple types of tumors [26]. As a potent inducer of hepatocytic differentiation, miR-148a is conserved in humans and mice [23]. Several studies have indicated that miR-148a was highly expressed in normal liver but was lowly expressed in HCC and liver fibrous tissue [23, 37]. Down-regulation of miR-148a was often associated with poor TNM stage and low survival rate in patients with HCC [26, 38]. Moreover, miR-148a treatment shows a beneficial effect on liver fibrosis and liver function [23, 37]. However, most studies have focused on miR-148a-3p (the guide strand of the miR-148-family) [24, 39], and little is known regarding miR-148a-5p (the passenger strand) in cancer or fibrotic disease. In this study, we found that miR-148a-5p acted as an anti-fibrosis miRNA as role of miR-148-3p in hepatic fibrosis. In vitro, our results showed that miR-148a-5p was down-regulated in TGF-β1-activated LX-2 cells, while the expression of miR-148a-5p was significantly up-regulated after co-cultured with HUC-MSCs, accompanied by the decrease of proliferation ability and activity of LX-2 cells. In vivo, we observed that miR-148a-5p was down-regulated in BDL-induced mouse hepatic fibrosis, while HUC-MSCs treatment could up-regulate the expression of miR-148a-5p in the liver and alleviate liver fibrosis.

To determine the direct target gene of miR-148a-5p, we used bioinformatics analysis to predict and confirm that Notch2 was the target gene of miR-148a-5p. The Notch signaling network involves four Notch receptors (Notch 1 to 4) in mammals, and all four Notch proteins are expressed in both the epithelium and mesenchyme of the adult liver [40]. Recent studies have shown that the Notch signaling pathway is involved in the regulation of differentiation of myofibroblasts in liver fibrosis, and disruption of Notch signaling can attenuate liver fibrosis [41]. Expressions of Notch2, Notch3, and Notch target gene Hes1 were significantly up-regulated during the development of hepatic fibrosis [42]. Selective interruption of Hes1 could decrease the expression of α-SMA and Col1α2 and alleviate hepatic fibrosis [43]. Moreover, Notch antagonism with γ-secretase inhibitors could effectively reduce hepatic fibrosis in patients with nonalcoholic steatohepatitis (NASH) [44]. In this study, our data showed that TGF-β1 treatment could activate LX-2 cells and up-regulate Notch2, Notch3, and Hes1, while HUC-MSCs treatment could reverse their levels by increasing the expression of miR-148a-5p. Up-regulation of miR-148a-5p expression by transfecting miR-148a-5p mimics could inhibit the activation and reduce the expression of Notch2, Notch3, and Hes1 in LX-2 cells. In vivo, we also found that HUC-MSCs treatment suppresses the Notch pathways through the up-regulation of miR-148a-5p in BDL-induced liver fibrosis of mice.

MSC has been reported to improve liver function, inhibit hepatocyte apoptosis, and stimulate the regeneration of damaged liver cells [18, 45]. Our results were consistent with the previous reports, and these suggested that the protective effect of MSC on hepatocytes may be related to increasing the expression of miR-148a-5p in hepatocytes. In addition, we found that the expression level of miR-148a-5p in liver tissue of patients with cirrhosis was significantly decreased with the increase of Notch2 and Hes1 compared with the normal liver. In conclusion, we speculate that miR-148a-5p may play an anti-fibrogenic role not only in MSC-mediated anti-fibrosis, but also in endogenous regulation of liver fibrosis.

## Conclusion

These findings demonstrated that MSCs treatment significantly alleviates HSCs activation and BDL-induced liver fibrosis in mice. Overexpression of miR-148-5p by inhibiting the Notch signaling pathway might be the underlying mechanism for the therapeutical effect of MSCs in hepatic fibrosis (Fig. 7). MiR-148-5p has excellent potential to be used as a biomarker to monitor the progression of liver fibrosis.

**Fig. 7:**
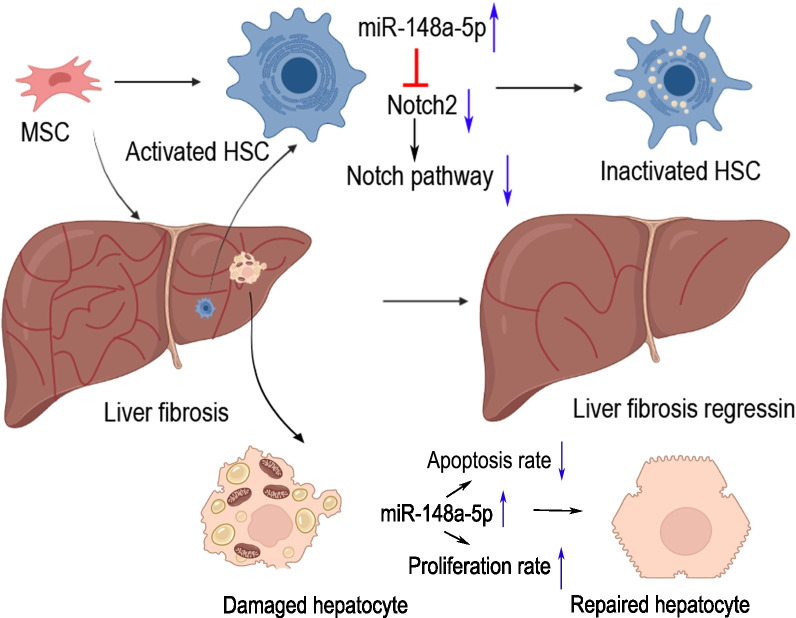
Schematic representation of MSCs inhibiting HSCs activation, protecting hepatocytes, and alleviating liver fibrosis by regulating miR-148a-5p/Notch2/Notch signaling pathway

## Supplementary Information

**Additional file 1**.** Supplementary Table 1**. Primers used in qRT-PCR analysis.

## Data Availability

MiRNA High-Throughput Sequencing data presented in the study can be obtained via the Gene Expression Omnibus under the accession codes GSE151098 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151098). All other data are included in this published article and its supplementary information files.

## Abbreviations

ALT: Alanine aminotransferase
AST: Aspartate aminotransferase
BDL: Bile duct ligation
ECM: Extracellular matrix
FBS: Fetal bovine serum
GO: Gene ontology
HCC: Hepatocellular carcinoma
HSC: Hepatic stellate cell
HUC-MSC: Human umbilical cord mesenchymal stem cell
IHC: Immunohistochemistry
KEGG: Kyoto Encyclopedia of Genes and Genomes
miRNA: MicroRNA
MUT: Mutant
MSC: Mesenchymal stem cell
PBS: Phosphate-buffered saline
TB: Total protein
TBIL: Total bilirubin
TGF-β1: Transforming growth factor-β1
WT: Wild-type

# Supplementary material for: Mesenchymal stem cells improve liver fibrosis and protect hepatocytes by promoting microRNA-148a-5p-mediated inhibition of Notch signaling pathway
**Source:** Stem Cell Res Ther. 2022 Jul 26;13:354. doi: 10.1186/s13287-022-03030-8
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Table 1. Primers used in qRT-PCR analysis.

**Supplementary Table 1** Primers used in qRT-PCR analysis

| Gene | Primer sequence |
| --- | --- |
| α-SMA (human) | Forward: 5’-CTATGAGGGCTATGCCTTGCC-3’ |
|  | Reverse: 5’-GCTCAGCAGTAGTAACGAAGGA-3’ |
| Col1α1 (human) | Forward: 5’-GTGCGATGACGTGATCTGTGA-3’ |
|  | Reverse: 5’-CGGTGGTTTCTTGGTCGGT-3’ |
| Notch2 (human) | Forward: 5’-CCTTCCACTGTGAGTGTCTGA-3’ |
|  | Reverse: 5’-AGGTAGCATCATTCTGGCAGG-3’ |
| CTNNB1 (human) | Forward: 5’-CATCTACACAGTTTGATGCTGCT-3’ |
|  | Reverse: 5’-GCAGTTTTGTCAGTTCAGGGA-3’ |
| Jun (human) | Forward: 5’-TCCAAGTGCCGAAAAAGGAAG-3’ |
|  | Reverse: 5’-CGAGTTCTGAGCTTTCAAGGT-3’ |
| Smad4 (human) | Forward: 5’-CTCATGTGATCTATGCCCGTC-3’ |
|  | Reverse: 5’-AGGTGATACAACTCGTTCGTAGT-3’ |
| Smad5 (human) | Forward: 5’-TCTCCAAACAGCCCTTATCCC-3’ |
|  | Reverse: 5’-GCAGGAGGAGGCGTATCAG-3’ |
| Notch3 (human) | Forward: 5’-TGGCGACCTCACTTACGACT-3’ |
|  | Reverse: 5’-CACTGGCAGTTATAGGTGTTGAC-3’ |
| Hes1 (human) | Forward: 5’-TCAACACGACACCGGATAAAC-3’ |
|  | Reverse: 5’-GCCGCGAGCTATCTTTCTTCA-3’ |
| GAPDH (human) | Forward: 5’-GGAGCGAGATCCCTCCAAAAT-3’ |
|  | Reverse: 5’-GGCTGTTGTCATACTTCTCATGG-3’ |
| miR-154-5p | Forward: 5’-GCGCGTAGGTTATCCGTGTTG-3’ |
| miR-148a-5p | Forward: 5’-GCGCGAAAGTTCTGAGACACT-3’ |
| miR-181a-2-3p | Forward: 5’- GCGACCACTGACCGTTGAC-3’ |
| Common reverse sequence | Reverse: 5’-GTGCAGGGTCCGAGGTATTC-3’ |
| U6 | Forward: 5’-CTCGCTTCGGCAGCACATATACT-3’ |
|  | Reverse: 5’-ACGCTTCACGAATTTGCGTGTC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

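miRNA sequencing was reanalysed for TGF-β1-activated LX-2 cells cultured alone (3 libraries) or with HUC-MSCs (3 libraries). The authors extracted total RNA and sequenced small RNA on an Illumina platform. The submitters' processing notes name Bowtie 0.12.2 and the genome builds hg18 and mm8; which build served which step is not given in the sources used here. The paper names no test for the sequencing; its statistics section names Student's test for comparisons of 2 groups in general.

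The authors deposited raw tag counts per miRNA, normalized tag counts, and a comparison with fold changes, p-values and FDR. The smallest raw count deposited was 2. The authors' normalized values, a scaled tag signal as deposited, stand in a nearly constant ratio to the raw count within each library (within 0.481% of the median ratio or less over rows of more than 300 counts); what it scales to is not stated. The authors' fold change, a score per miRNA as deposited, is the ratio of the group means of the normalized value plus 1, and the p-value equals that of an equal-variance 2-sample test on those values in 520 of 520 rows.

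The columns of the deposited tables are numbered and match no sample title. They were assigned to groups, not to single samples, because the authors' mean columns, which name the groups, equal the means over these columns in all 520 rows and over the other group's columns in only 14. This rests on the values of labelled columns and not on a sample list. There were 0 columns of values without an assigned group.

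Rows were merged by mature sequence (520 rows, 463 sequences), a choice made once the tables, with the authors' p-values, had been seen. edgeR 4.0.16 in R 4.3.3 was run on the raw counts with TMM scaling, a minimum of 10 counts in 3 libraries and Benjamini-Hochberg adjustment over 182 sequences. The standard error is the log2 fold change divided by the t quantile of its p. miRNA lists were tested with camera (preset correlation 0.01) and fry in limma 3.58.1, for lists with at least 3 tested members. DESeq2 1.42.0 was an alternative. Sequences were matched exactly to transcripts of small RNA genes of GENCODE release 29 on GRCh38. Nuclear tRNA genes and the transcripts of protein-coding and long noncoding genes were not searched. A sequence with no match can therefore be a fragment of an RNA outside this search. Exploratory fits of the real counts were made before the final analysis was set up. The fit was also tested on simulated data, with 60 of 182 sequences changed in each of 20 runs: 95.4% of 4-fold and 56.1% of 2-fold changes were recovered, and 2.25% of calls were false. The simulation took the TMM-scaled library sizes as true, with rises and falls equally likely and independent noise for each sequence. It therefore cannot show errors from the scaling or from a library unlike its group, and its false share does not describe the real calls. Fewer than the usual number of changed sequences were simulated because so few were tested.

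miRNAs are named by a rule fixed before the data were examined: the 3 miRNAs in the text of the paper, those of Fig. 1b, the miR-148 family, up to 10 higher and 10 lower sequences of smallest p past the paper's thresholds with no overlap between groups, up to 4 members of each list, and the 5 most abundant. The main test leaves miR-148a-5p and miR-154-5p without a value, since both fall below the minimum count. The edgeR fit with no minimum count, an alternative chosen before the data were examined, takes its place for these 2; the probability of not being listed, the comparison of arms and the fits with DESeq2 and limma without a minimum count were chosen after their counts were seen. Alternatives chosen before the data were examined were RLE scaling, library size alone, DESeq2, no minimum count, a minimum of 50, known miRNAs only, a replicate block, leaving out each library, limma on the authors' normalized values and the authors' p-values. Added after seeing the data were 1 row per mature name, leaving out the 2 single culture libraries of fewest counts, leaving the miR-21 sequences out of the scaling, the authors' scaling as library sizes, and sequences of 21 nt or longer. No 2 libraries of a group were duplicates: the chi-square per degree of freedom between their counts was 4.45 to 183.

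The 43956 to 604418 tags per library set the precision. In the smallest library, 2 tags equal 31.0 CPM. The qRT-PCR, transfection and mouse experiments of the paper were not analysed here.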

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

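Apart from the splits, the list test and the scaling to library size, which were fixed before the data were examined, the tests in this part were chosen after the results were seen, and what each would show was written down after they were seen. The paper does not discuss 5 of the 8 sequences past an adjusted p of 0.05 in edgeR: miR-21-3p (log2 fold change 1.50), miR-21-5p (1.39), miR-335-3p (-0.80), chr17_7541 (0.96) and miR-221-3p (-0.62). They stand out because they are outside Fig. 1b.

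The joint rise of miR-21-5p, its longer form and miR-21-3p has 3 open technical readings. With library size alone as the scaling, the lowest of their log2 fold changes was 0.31 and only the longer form passed (0.89, adjusted p = 0.00963 in edgeR, against 0.00739 with TMM and 5.42e-12 to 0.273 over all alternatives), so a rise of miR-21 and a fall of most other miRNAs cannot be told apart without an outside standard. Against the deepest single culture library alone (a setting added after the data were seen) the lowest was 1.03 and all 3 passed, with the spread of co-culture alone, but a single library does not settle whether the 2 libraries of fewest counts matter. A porous membrane kept the HUC-MSCs themselves out of the collected LX-2 cells, but RNA they release could add miR-21: the 14q32 cluster, made by many mesenchymal cells, had an unadjusted p of 0.675 in camera (limma), but LX-2 cells make it too and no list specific to HUC-MSCs was fixed, so this cannot be told apart from a change in LX-2 cells. An effect of co-culture on LX-2 cells stays open, as untested.

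Of the 10 splits of the 6 libraries into 3 against 3, only the real 1 gave as many as 8 sequences past the adjusted p, and the highest of the others gave 0. At the paper's thresholds the real split, again 1 of 10, gave 32 and the highest of the others 19. With 10 splits no share under 0.05 can be reached.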

How the results depend on the processing

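Alternatives named as added were chosen after seeing the data. Against 8 sequences past the adjusted p in edgeR (4 higher, 4 lower), RLE gave 9 and known miRNAs only 7. Library size alone gave 140 (1 higher, 139 lower), DESeq2 22 (5 and 17), no minimum count 37 (12 and 25), a minimum of 50 counts 21 (8 and 13), limma on the authors' values 18 (2 and 16), the authors' p-values 0 (19 at the paper's thresholds) and the added authors' scaling 21 (1 and 20). Those 19 are the tested sequences of Fig. 1b by construction. Leaving out 1 library gave 0 to 45. The median log2 fold change was -0.04 with TMM, -1.11 with library size alone, -0.37 with limma, -0.47 in the authors' values, -0.56 with their scaling and 0.08 with no minimum count. Library size alone and the added authors' scaling used the same 182 sequences and edgeR test as TMM. The scaling alone therefore made their differences in count and median. For the other alternatives, causes other than the number tested were not tested.

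The replicate block (last digit of the column name) gave 0 past the adjusted p (30 at unadjusted P under 0.05) and 21 at the paper's thresholds. Same-numbered libraries did not deviate together (correlations -0.356, -0.115 and -0.212).

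Against 32 at the paper's thresholds (13 higher, 19 lower), library size alone gave 144 (1 and 143), no minimum count 58 (16 and 42), a minimum of 50 counts 20 (5 and 15), known miRNAs only 14 (7 and 7), the authors' p-values 19 (2 and 17), limma 35 (3 and 32), and the added authors' scaling 47 (2 and 45), sequences of 21 nt or longer 21 (10 and 11) and leaving out the 2 single culture libraries of fewest counts 21 (11 and 10). Of all miRNAs in the lists, 3 passed the adjusted p with TMM, 57 with library size alone, 6 with no minimum count, 7 with a minimum of 50, 0 with the replicate block, 5 without the 2 libraries of fewest counts (added) and 0 to 18 when 1 library was left out.

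miR-181a-2-3p kept a positive log2 fold change in each alternative that tested it (0.06 to 1.52). The paper's qRT-PCR goes the other way and found miR-181a-2-3p down-regulated in co-culture. In the sequencing it passed the adjusted p with no minimum count (1.19, adjusted p = 0.0257 in edgeR). Without the 2 libraries of fewest counts (added) it was 1.52 (adjusted p = 0.0439); this leaves 1 single culture library, assumed to vary like the co-culture group. A minimum of 50 counts left it out. For miR-148a-5p and miR-154-5p the authors' deposited p-values are 0.0249 and 0.00219, and no p computed here with other tests reached 0.05: without a minimum count P was 0.103 and 0.109 in edgeR and, as added settings, 0.225 and 0.247 in DESeq2 and 0.0588 and 0.0528 in limma. The added probability of not being listed was 0.202 for both, 0.197 with RLE, 0.611 with library size alone and 0.489 with the authors' scaling. The other alternatives give no value for these 2.

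Leaving out the 2 libraries of fewest counts turned the log2 fold changes of let-7c-5p (0.55), let-7g-5p (-0.00905), miR-134-5p (0.0410), miR-143-3p (0.14), miR-25-3p (-0.00981), miR-378a-3p (0.44), chr8_22260 (0.0627) and chrX_23878 (0.43). Leaving out 1 library turned miR-15b-5p (-0.38 to 0.0707), miR-29b-3p (-0.22 to 0.0509) and miR-9-5p (-0.15 to 0.31; -0.0306 with no minimum count, relative to the median). The cause of these was not tested. Of the other values for named miRNAs, taken relative to the median where a setting moves it by over 0.1, 990 kept direction and side of the threshold, 147 passed it only under the alternative and 62 no longer did. All 62 belong to the 8 sequences past the adjusted p in the main test, which stayed past it in 93 values. Without taking off the median, 22 of the named miRNAs, of 26 positive with TMM, turned negative with library size alone, 8 with limma, 12 in the authors' values and 14 with their scaling (added). Over the lists and alternatives, the unadjusted p of camera was under 0.05 in 6 cases and not in 119.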

Differences from the paper's values

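The counts at the paper's thresholds lie within 1.5 times the paper's: 32 against the paper's 34, and 20 author-named against the paper's 16, in units of distinct sequences here and of table rows in the authors' deposited table, where 34 rows pass. The 32 are out of 182 sequences with enough counts and the 34 out of 520 rows. With no minimum count, 58 passed here. Directions differed too, with 13 higher and 19 lower here against 7 and 27 of the rows. Of the 32, only 11 are in Fig. 1b, so the similar totals are not the same miRNAs.

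The paper ranks miR-148a-5p as the most significant up-regulated miRNA. Here it was not tested, and with no minimum count it ranked 34th by p and 5th by fold change of 254 higher sequences (adjusted p = 0.515 in edgeR). With no tag listed in single culture, that fold change depends on the small count that edgeR adds. In the authors' deposited table miR-148a-5p ranks 7th of 7 by P and shares the 4th place by fold change. Among the 3 known miRNAs of those 7 names, it shares the largest fold change with miR-154-5p and has the largest P.

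The paper calls miR-148a-5p and miR-154-5p up-regulated in the sequencing, and reports both as up-regulated by qRT-PCR, which was not analysed here. Here neither passed in edgeR, DESeq2 or limma without a minimum count; the authors' deposited p-values call both (P = 0.0249 and 0.00219), with FDR of 0.511 and 0.250. The authors' deposited table has 0 rows with FDR under 0.05, and the lowest FDR is 0.237.

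The horizontal axis of Fig. 1a is labelled as a log2 fold change, but its range matches the signed linear folds of the authors' deposited table, from -13.3 to 5.33. On that linear scale miR-148a-5p is at 3.33, which is 1.74 on the log2 scale.

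Of the 30 sequences of Fig. 1b, 19 were tested and 11 of these passed the paper's thresholds in edgeR. With the paper's values and test, the authors' p-values over the tested sequences gave 19, of which 2 higher and 17 lower. These are the same 19, since the 31 names of Fig. 1b are the names past the thresholds in the authors' deposited table. This number was therefore fixed beforehand and is no separate result.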

Other observations

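Apart from the tests of miRNA lists, which were fixed before the data were examined, the tests in this part were chosen after the results were seen. Members of several miRNA families were tested. Coverage differed: all 9 listed let-7 members were tested, but 22 of 92 in the 14q32 cluster and 1 of 9 in the miR-181 family. In the let-7 family, 9 members were tested and none passed in edgeR; let-7c-5p, with the largest change, had a log2 fold change of -1.28 and miR-98-5p of -0.58, and the other 7 were positive, among them let-7f-5p (0.26) and let-7g-5p (0.27). Without the 2 single culture libraries of fewest counts, let-7c-5p turned to 0.55 and let-7g-5p to -0.00905. In the imprinted 14q32 cluster, which holds MIR154, 22 members were tested, none passed, and the median log2 fold change was 0.01; miR-127-3p had 0.34 and miR-495-3p -0.73. None of 8 tested miR-30 members passed (miR-30e-3p alone when adjusted over the list alone), nor any of 7 from miR-17~92 and its paralogs, 3 of the miR-15 and miR-16 group, 3 of the miR-34 and miR-210 list, 2 of the miR-29 family or 1 of the miR-181 family. miR-181a-2-3p and miR-143-3p were each the only tested member of a list. Adjusted over the list alone, they keep their unadjusted p, 0.00596 and 0.0308 in edgeR. The 3 tested members of the miR-148 family all had negative log2 fold changes, with a median of -0.29 (limma, adjusted p = 0.0351 in fry and 0.619 in camera). The miR-17~92 list (lower) and the miR-34 and miR-210 list (higher) each had an adjusted p of 0.0372 in fry, and 0.619 and 0.352 in camera. No list passed in camera. The fry results rest on the TMM scaling and are not given for other scalings. Lists of hepatocyte, endothelial and muscle or neural miRNAs had 1 tested member each, miR-192-5p (0.45), miR-126-3p (0.33) and miR-9-5p (0.05), and epithelial, blood, placental and miR-199 lists had none.

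Ratios between 3′ forms of a miRNA were looked at after some of their values were seen, and are given without a test. Of 16 pairs of forms, 4 were listed in all 6 libraries. The form of miR-21-5p with 1 more base had 7.02 ± 0.175 tags per tag of the annotated form in single culture and 10.4 ± 0.580 in co-culture (SD, n = 3 in each). For miR-221-3p, the form with 1 base fewer had 0.469 ± 0.0513 and 0.807 ± 0.0521, for miR-10a-5p, 1.83 ± 0.0851 and 2.34 ± 0.253, and for miR-1296-5p, with 3 bases fewer and at most 27 tags, 0.681 ± 0.287 and 2.12 ± 0.813. The groups did not overlap in these 4 pairs; of 9 other pairs with a ratio in each group, they overlapped in 4, miR-10b-5p among them, and not in 5, with blanks left out (chance gives 10% for 3 against 3, and more with blanks). These ratios are within a library and need no scaling.

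Of 28 tested author-named sequences of 17 to 20 nt, 21 had a negative and 7 a positive log2 fold change, and 1, chr17_7217, passed the adjusted p in edgeR. At the median of the 28, the single culture library of most tags lay 0.37 above the co-culture mean on the log2 scale, where the other 2 lay 1.20 above it, a position of 0.311 between co-culture at 0 and those 2 libraries at 1. This position repeats what the shares of short tags per library show, so it is no separate support for a cause. A difference between libraries that does not follow co-culture, such as more fragments of longer RNAs, could give it. That was not tested, and the position rests on a single library. An effect of co-culture on part of these sequences stays open.

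Sequences listed in all 3 co-culture libraries and in no single culture library, as miR-148a-5p and miR-154-5p were, numbered 7. With no change between groups, and tags under 2 not listed, simulation gave a median of 9 (95% of 2000 draws between 4 and 15), and the reverse pattern was seen for 0 sequences against a simulated median of 0. The number did not exceed the simulated range. The simulated levels were fitted with no change to these same counts, the 7 included, so the comparison is not independent of them. On the TMM-scaled sizes used, library 1 of single culture (302952) was larger than libraries 1 and 3 of co-culture (257429 and 281250). The simulation does not show that any of the 7 is unchanged.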
